A study of Mus musculus with 8 samples. Its data were reported in "Intracytoplasmic sperm injection induces transgenerational abnormalities in mice" (2023).

How the data were processed

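RNA-seq was performed on germline stem (GS) cell lines, which are cultures of spermatogonial stem cells that self-renew in the presence of GDNF and FGF2. The lines came from first-generation (F1) mice born after intracytoplasmic sperm injection (ICSI), in which a sperm is injected into the oocyte, and from control mice born after natural mating. There were 8 samples, 4 per group, and the sample names gave each sample's group and number. The labels do not say whether each line came from a different mouse and litter. In the study's supplement, F1 mice whose tail DNA was tested carry the same numbers, so each line may come from a different mouse. Litters stay unknown, so n counts lines. The titles came in 2 styles, called label forms here. Label form 1 held control lines 29 and 37 and ICSI lines 11 and 17, and label form 2 held control lines 44 and 45 and ICSI lines 20 and 21. Each form held 2 lines of each group, so it was treated as a possible technical batch. What distinguishes the forms is not stated in the labels.

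The authors trimmed adapters and low-quality bases with cutadapt, mapped single reads to the mm10 mouse genome with STAR, counted reads per gene with htseq-count and deposited FPKM values (fragments per kilobase of gene and scaled to the size of the library). The labels and the study's methods name different library preparation kits, so the strandedness of the libraries is uncertain and the values of overlapping and antisense genes are uncertain with it. The deposited table also holds the authors' log2 fold change and the adjusted p-value of their own comparison, which they made with DESeq2. The table lists 31010 genes, of which 21678 are protein coding in the annotation used here. The rule that chose them was not stated. A total of 7046 genes were listed at 0 in every sample. Gene positions and biotypes came from GENCODE annotation of the GRCm38 assembly, the same assembly as mm10, in an earlier release than the one the authors counted on; 30946 gene identifiers were found in it. A total of 33 symbols belonged to more than 1 identifier.

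Low FPKM values of a gene were whole multiples of one step per sample, which allowed the reads behind each value to be recovered. Whole reads were recovered for 11974 of the 12000 genes tested (99.8%) and for 99.7% of genes above 0. The recovered reads numbered 24507653 in control line 29, 25029583 in control line 37, 33975707 in control line 44 and 43922882 in control line 45. They numbered 25603198 in ICSI line 11, 26430985 in line 17, 32128055 in line 20 and 33516035 in line 21, so the libraries of label form 2 were the deeper ones. The library size by which the authors divided was 0.964 to 1.08 times the recovered reads, and the median-of-ratios size factor of the recovered reads times the geometric mean of the read totals differed from it by -0.81% to -0.85%. The FPKM values were therefore already scaled between samples. One read in a gene of 1 kb was worth 0.0227 to 0.0401 FPKM, and a count of 0 allowed 0.068 to 0.12 FPKM at 3 reads. Such limits cover counting error only, since the reads carry no molecular identifiers.

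The test of all genes was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on mean expression) on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. A pseudocount of 1 understates the change of genes at low FPKM. Genes with a mean of at least 1 FPKM over all samples were tested. All 8 samples were fitted with the group as the only term, as in the study, which states no covariate. Because the values are FPKM, a linear model on the log scale took the place of the study's count model. Changes of single genes were tested with an exact two-sided permutation test of the difference in mean log2(FPKM + 1) over 70 assignments, whose smallest p is 0.0286. Gene lists were tested with camera at a preset correlation between genes of 0.01, with fry, and by counting how many of the 35 splits of the samples into 4 and 4 gave a camera p as small. Differences between label forms were fitted with the group as covariate, and an interaction term tested whether the ICSI effect differed between the forms. The log2 difference between groups was also correlated across genes between the forms, against 18 relabellings within the forms. The spread between lines was compared as the median log2 ratio of the variances in the groups, with the label form removed.

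Before the data were examined, 10 gene lists were fixed: imprinted genes, which were also divided into paternally and maternally expressed ones, the 4 genes of the differentially methylated regions (DMRs) that the study examined, spermatogonial markers, markers of differentiation and meiosis, fibroblast markers, Y chromosome genes, and the genes whose promoters the study listed as hypermethylated or hypomethylated. The promoter lists came from methylation measured in these same lines, so a count adjusted over them alone is not independent evidence. The hypermethylated list shared 1 gene (Dio3) with the imprinted list. The genes named in the text were fixed by rule: the DMR genes, genes of a list with an adjusted p under 0.05 over that list, and, where fewer than 3 genes passed over all genes, the 3 genes that rose and the 3 that fell with the smallest unadjusted p, together with 12 markers of identity, feeder cells and sex. Rmrp, Lars2, Gm15564, Foxc2, Ube2g1, Pawr and Gm42745 were chosen after their values were seen.

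The code was tested on simulated values for 12000 genes with 200 genes changed. A change of 1 on the log2 scale was recovered in 56.0% of them without a covariate and in 85.0% with the label form as covariate, and a change of 2 in 99.0% and 98.5%. The alternatives tried were pseudocounts of 0.1 and 0.01, minimum means of 0.1 and 10 FPKM or no filter, rescaling to TPM, median-of-ratios scaling, quantile normalization, the label form as covariate, leaving out each line in turn, other eBayes settings, array weights, and limma-voom on the recovered reads. An additional covariate from the residuals, removal of trends on GC content and gene length, the fibroblast marker score as covariate between label forms, and thinning of the reads to one depth were chosen after seeing the data. Permutations, scores and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.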

Results

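RNA-seq profiles of 8 GS cell lines were compared, 4 from ICSI-F1 mice and 4 from control-F1 mice. Between 19783 and 20844 genes were above 0 FPKM per sample, and the reads recovered per sample ranged from 24507653 to 43922882. The 10 genes with most reads took 2.85% to 4.40% of the reads. Pearson's r between pairs of samples, across genes, averaged 0.970 for lines of the same group and label form and 0.978 for lines of different groups in the same form. It averaged 0.955 both for lines of the same group and for lines of different groups when the label forms differed. Genes are not independent replicates, so these values only describe the samples. The first principal component held 52.0% of the variance and the second 21.6%. The label form accounted for 42.1% of the sum of squares over all genes, the group for 5.04%, and their interaction for 5.40%. An even share per term would be 14.3%, but the label form took more, so less was left on average for the others. Over the 18 splits of the samples with 2 lines of each form on each side, the share ranged from 3.88% to 25.0%.

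**Figure D1:**
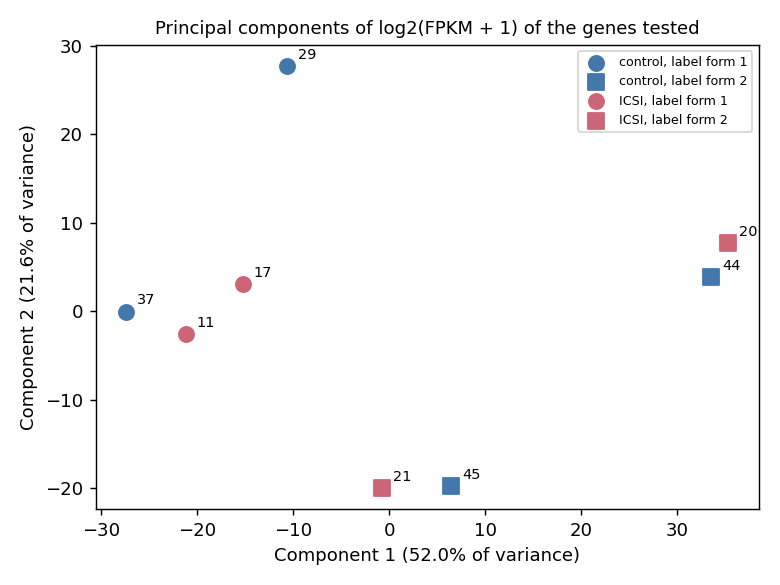
Scores of the 8 samples on the first 2 principal components of log2(FPKM + 1), with 52.0% and 21.6% of the variance on the horizontal and vertical axes. Colour gives the group, the marker the label form and the number the line; control line 44 lies next to ICSI line 20, and control line 45 next to ICSI line 21.

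The cell identity of the lines was examined first. Ddx4, a germ cell gene, was at 220 ± 42.5 FPKM (SD, n = 4) in control-F1 lines and at 228 ± 30.2 FPKM (SD, n = 4) in ICSI-F1 lines. Zbtb16, a gene of undifferentiated spermatogonia, was at 65.5 ± 13.9 FPKM in control and 58.2 ± 3.94 FPKM in ICSI lines, Gfra1 at 57.2 ± 15.5 and 51.8 ± 19.6 FPKM, and Etv5 at 64.3 ± 36.4 and 67.1 ± 22.3 FPKM (SD, n = 4 each). Nanos2 was at 9.69 ± 2.15 FPKM in control and 9.27 ± 7.41 FPKM in ICSI lines, Nanos3 at 33.3 ± 6.68 and 29.7 ± 5.39 FPKM, and Pou5f1 at 19.6 ± 8.90 and 18.2 ± 2.98 FPKM (SD, n = 4 each). Neurog3 was lower, at 0.974 ± 0.419 and 0.601 ± 0.352 FPKM, and fell below the minimum mean of 1 FPKM. The Y-linked gene Ddx3y was at 5.59 ± 1.22 FPKM in control and 5.09 ± 1.04 FPKM in ICSI lines. The differences of these 9 genes were within the spread between lines, with exact two-sided permutation p-values from 0.171 for Neurog3 to 1.0 for Pou5f1. As a list, 26 spermatogonial markers had a median log2 change of -0.05, and the camera test gave p = 0.474 (0.554 after adjustment over 7 lists; exact permutation p over 35 splits of the samples 0.743). The 13 markers of differentiation and meiosis tested had a median change of 0.049, with camera p = 0.0293 and 0.103 after adjustment (exact permutation p 0.0571). The 4 Y chromosome genes differed by -0.11 to -0.0037.

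The study derived these lines to examine gene expression in the germline of ICSI offspring, so the groups were compared over all genes. Of 12000 genes tested, 0 had an adjusted p under 0.05 in limma, and the lowest adjusted p was 1.0. At an unadjusted p under 0.05 there were 55 genes, 31 higher and 24 lower in ICSI lines, which is 0.458% of the genes against a nominal 5%. The median log2 change was -0.013, and its SD over genes was 0.126. A total of 99.5% of the genes changed by less than 0.5 and 3 genes by more than 1. With the label form as covariate, 0 genes had an adjusted p under 0.05 and 140 had an unadjusted p under 0.05. The alternative that moved the count most was the absence of a filter, under which 1 of 23964 genes passed in limma. That gene, Gm42745, had 1 to 2 reads in each control library and 0 in the ICSI libraries. When limma-voom was applied to the reads recovered for 11974 genes, 0 had an adjusted p under 0.05 and 50 had an unadjusted p under 0.05. In the authors' deposited table, 0 of 23954 genes had an adjusted p under 0.05, and the lowest adjusted p was 1.0. The log2 changes computed here and those in the authors' deposited table had a Pearson's r of 0.937 across genes.

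The size of change that these 8 samples could show when many genes change was examined by adding changes to 200 genes at once. Each had a mean of at least 10 FPKM. A 2-fold change in ICSI lines was called by limma for 165 of the 200 genes, a 4-fold change for 195 and an 8-fold change for 199. With the label form as covariate, 183, 198 and 199 genes were called. Changing 200 genes together eases the adjusted threshold. A lone changed gene would need a smaller unadjusted p, so these counts do not cover that case.

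**Figure D2:**
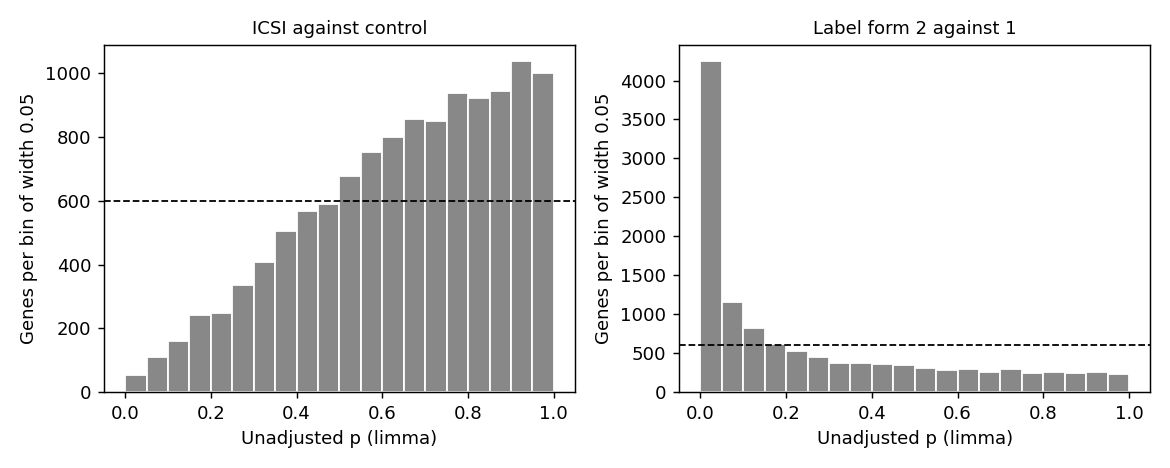
Histograms of unadjusted p-values from limma for 12000 genes, with p on the horizontal axis and the number of genes per bin on the vertical axis. The dashed line is the number per bin if p-values were spread evenly. On the left, 55 genes lie under 0.05 for ICSI against control; on the right, 4248 do for label form 2 against label form 1.

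Since fewer than 3 genes passed the threshold, the 3 genes that rose and the 3 that fell with the smallest unadjusted p are given. Sorl1 (ENSMUSG00000049313, mm10 chromosome 9, 41964720 to 42124297, protein coding) rose from 1.67 ± 0.283 to 2.82 ± 0.372 FPKM (SD, n = 4 each; log2 change 0.52 ± 0.13 SE). The lncRNA 4930556C24Rik (ENSMUSG00000116586, chromosome 16, 85819211 to 85826769) rose from 0.518 ± 0.590 to 3.02 ± 1.64 FPKM, and Reg4 (ENSMUSG00000027876, chromosome 3, 98222156 to 98236748, protein coding) from 1.10 ± 0.357 to 2.08 ± 0.366 FPKM. Clec2f (ENSMUSG00000089728, chromosome 6, 129014112 to 129020527, annotated as a transcribed pseudogene, so shared reads with a related copy make it uncertain) fell from 2.75 ± 0.766 to 1.43 ± 0.213 FPKM. Upp1 (ENSMUSG00000020407, chromosome 11, 9118103 to 9136170, protein coding) fell from 9.73 ± 1.97 to 5.08 ± 2.01 FPKM, and Clcf1 (ENSMUSG00000040663, chromosome 19, 4214238 to 4223490, protein coding) from 9.50 ± 0.817 to 7.19 ± 0.434 FPKM. Their unadjusted p-values in limma ranged from 0.00324 for Sorl1 to 0.00724 for Clcf1, and the adjusted p of each was 1.0. For 4 of the 6 genes the exact permutation p was 0.0286, the smallest that 70 assignments can give, before any adjustment for the number of genes.

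Imprinted genes were examined because ICSI has been considered a source of imprinting errors. H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143, a lncRNA) was at 151 ± 85.2 FPKM in control and 140 ± 83.2 FPKM in ICSI lines (SD, n = 4 each; log2 change -0.0022, exact two-sided permutation p = 1.0). Meg3 (ENSMUSG00000021268, chromosome 12, 109541001 to 109571726, a lncRNA) was at 1.24 ± 1.29 and 0.848 ± 0.482 FPKM (log2 change -0.15, exact permutation p = 0.714, n = 4 each). Igf2r (ENSMUSG00000023830, chromosome 17, 12682406 to 12769664, protein coding) was at 34.0 ± 4.10 and 32.8 ± 5.53 FPKM (log2 change -0.057, exact permutation p = 0.771, n = 4 each). Snrpn (ENSMUSG00000102252, chromosome 7, 59982495 to 60140219, protein coding) was at 9.11 ± 0.326 and 8.97 ± 1.41 FPKM (log2 change -0.031, exact permutation p = 0.886, n = 4 each). The H19 change ranged from -0.55 without control line 37 to 0.32 without control line 44, so it has no direction at this precision. Its sign reversed under 10 of 14 alternatives. Of these, rescaling to TPM and median-of-ratios scaling moved the median of all genes upwards too, so their reversals are not particular to H19. Leaving out control line 29 moved the Meg3 change to 0.19, since that line had 3.08 FPKM.

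**Figure D3:**
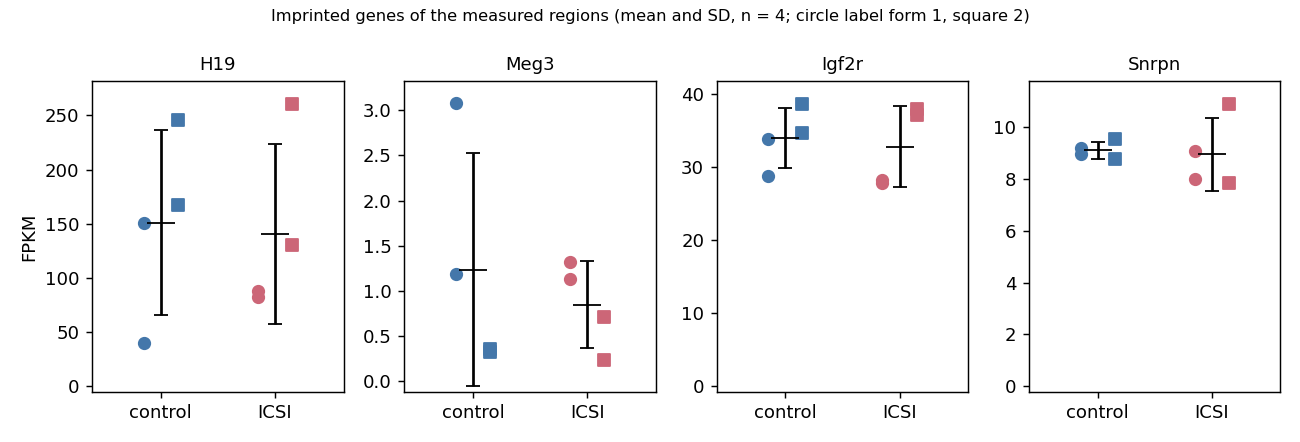
FPKM (vertical axes, linear) of H19, Meg3, Igf2r and Snrpn in each control and ICSI line, with circles for label form 1 and squares for label form 2; the bars give the mean and SD of 4 lines. The groups overlap for each gene, with mean FPKM of 151 and 140 for H19.

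Of the 70 imprinted genes in the list, 43 were tested, and 0 had an adjusted p under 0.05 in limma, adjusted over the list alone or over all genes tested, and 0 had an unadjusted p under 0.05. Their log2 changes had a median of -0.031, with 14 genes higher and 29 lower in ICSI lines, and the camera test gave p = 0.300 (0.420 adjusted over 7 lists; exact permutation p 0.686). The 17 paternally expressed genes gave p = 0.962 and the 26 maternally expressed genes p = 0.145, or 0.962 and 0.254 after adjustment, and exact permutation p-values of 0.914 and 0.600. Without control line 37 the camera p of the imprinted list was 0.0131, lower in ICSI.

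The study listed promoters with changed methylation in the same lines, and the expression of these genes was compared. Of 89 genes with a hypermethylated promoter, 40 were tested; 0 had an adjusted p under 0.05 in limma, adjusted over the list alone or over all genes tested, and 0 had an unadjusted p under 0.05. Their median log2 change was 0.036, with 24 genes higher and 16 lower in ICSI lines (camera p = 0.128, 0.254 after adjustment, exact permutation p 0.257). Without ICSI line 20 the camera p was 0.0333. Of 13 genes with a hypomethylated promoter, 4 were tested, and 0 passed over the list alone or over all genes; their log2 changes ranged from 0.036 to 0.34, the lowest unadjusted p in limma was 0.312, and 0 had an unadjusted p under 0.05.

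GS cells are cultured on embryonic fibroblasts, which the study removed by plating on gelatin before RNA was taken, so fibroblast markers were compared. Col1a1 was at 77.2 ± 49.9 FPKM in control and 52.8 ± 6.43 FPKM in ICSI lines, Col1a2 at 45.1 ± 35.0 and 29.6 ± 7.75 FPKM, and Fn1 at 106 ± 47.7 and 84.5 ± 11.9 FPKM (SD, n = 4 each). The exact permutation p-values were 0.571, 0.800 and 0.486. Of 23 fibroblast markers tested, 22 were lower in ICSI lines, with a median log2 change of -0.25, and 0 had an unadjusted p under 0.05. The camera test with its preset correlation gave p = 0.00176, and 0.0123 after adjustment over 7 lists. The call did not hold under fry, which gave p = 0.656, or against the 35 splits of the samples, with an exact permutation p of 0.629. It was the only call among the 7 lists under camera after adjustment. The mean log2(FPKM + 1) of the markers ranged from 3.29 in control line 45 to 5.27 in control line 29, and from 3.75 to 4.57 among ICSI lines. Without control line 29 the median change was 0.073 and the camera p was 0.0828.

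**Figure D4:**
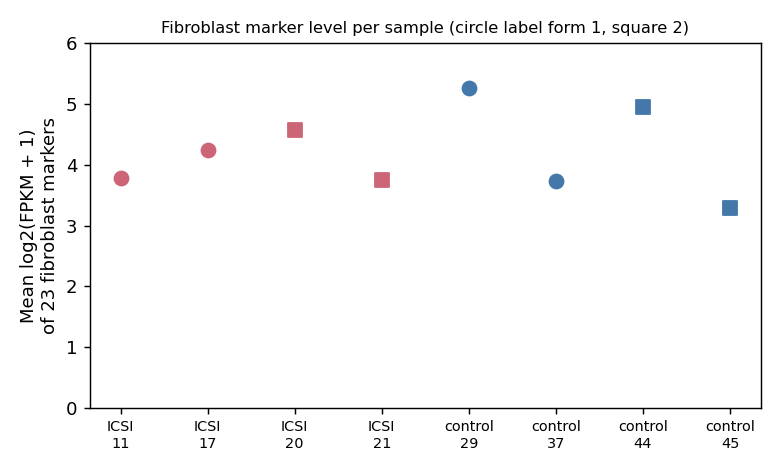
Mean log2(FPKM + 1) of 23 fibroblast markers (vertical axis) in each line (horizontal axis), with circles for label form 1 and squares for label form 2. The control lines span 3.29 to 5.27, and the ICSI lines lie between them at 3.75 to 4.57.

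The label forms were compared as a possible batch. With the group as covariate, 1917 of 12000 genes had an adjusted p under 0.05 in limma, 1226 higher and 691 lower in label form 2. Under quantile normalization 1973 genes passed, of which 50.8% were higher in label form 2 against 64.0% in the values as deposited. The alternative that moved the count most was leaving out ICSI line 11, with 204 genes. The 3 genes with the smallest p were chosen after their values were seen. Rmrp (ENSMUSG00000115420, chromosome 4, 43492783 to 43493063, annotated as a lincRNA) was at 1.05 ± 0.578 FPKM in label form 1 and 27.3 ± 2.93 FPKM in label form 2 (SD, n = 4 each; log2 difference 3.82 ± 0.19 SE, limma adjusted p = 0.00011). Its libraries held 3 to 315 reads. Lars2 (ENSMUSG00000035202, chromosome 9, 123366927 to 123462666, protein coding) was at 22.6 ± 1.36 and 243 ± 68.6 FPKM (log2 difference 3.33 ± 0.17 SE, limma adjusted p = 0.00011). Gm15564 (ENSMUSG00000086324, chromosome 16, 35966752 to 35983230, annotated as antisense) was at 85.1 ± 5.32 and 1010.1 ± 299.6 FPKM (log2 difference 3.50 ± 0.19 SE, limma adjusted p = 0.000152). Foxc2, Ube2g1 and Pawr, the next 3, were higher in label form 2 by 1.47, 0.85 and 0.81 on the log2 scale. Among the DMR genes, Meg3 was lower in label form 2 (log2 difference -0.88, limma adjusted p = 0.0328), Igf2r was higher (0.32, limma adjusted p = 0.0419), and H19 (1.25, limma adjusted p = 0.0612) and Snrpn (0.059, limma adjusted p = 0.735) did not pass. Etv5 was higher in label form 2 by 1.16 (limma adjusted p = 0.00792) and Pou5f1 was lower (-0.72, limma adjusted p = 0.0286).

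The ICSI effect was compared between the label forms. The interaction term was past an adjusted p of 0.05 for 0 genes in limma, with 147 genes at an unadjusted p under 0.05. The log2 differences between ICSI and control lines in the 2 forms had a Pearson's r of -0.043 across genes. Of 18 relabellings within the forms, which gave r from -0.498 to 0.498, 11 gave an r as high; the smallest share the design allows is 0.0556. The median log2 ratio of the variance between ICSI lines to that between control lines was -0.20 (exact two-sided permutation p = 0.686 over 70 assignments).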

Values the study reported

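The study reported that no gene was differentially expressed between ICSI-F1 and control-F1 GS cells at an FDR below 0.05. In reduced representation bisulfite sequencing of these cells, it reported 143 hypermethylated sites (0.06%) and 19 hypomethylated sites (0.008%) among 237,680 CpG sites covered.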

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

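The tests of the values in this part were chosen after the values were seen. Over 74 groups of 4 values, 3 held a sample far from the other 3, where about 1 in 20 would by chance.

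The number of genes above 0 FPKM was 20716 in control line 45, against 20280 to 20321 in the other control lines. That line also had the most reads. When the reads of each sample were thinned to one depth, the line had 19847 genes above 0 with the other control lines at 19786 to 20253, and its gap to the nearest control line fell to 0.131 of the range. The value is consistent with sequencing depth, and no biological explanation was tested.

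Nanos3 was at 37.7 FPKM in ICSI line 11, against 26.5 to 27.6 FPKM in the other ICSI lines. Control lines ranged from 23.4 to 37.6 FPKM, so the line was near the upper control lines. Its log2 gap to the nearest ICSI line was 0.45 as deposited and 0.46 under quantile normalization, and the smallest over the scalings tried was 0.41, after rescaling to TPM, which argues against the scaling as the source of that distance. The gap was 0.903 of the range of the ICSI lines as deposited and 0.854 with median-of-ratios scaling. It was 0.732 under quantile normalization, 0.697 after rescaling to TPM and 0.769 for reads divided by total reads, at which the line is no longer set apart from the others. Whether the line stands apart from the other ICSI lines therefore depends on the scaling, which stays open as a source of that. A difference between individual mice stays open and untested.

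Reg4 was at 1.63 FPKM in control line 29, against 0.867 to 0.981 FPKM in the other control lines, and at 1.59 to 2.47 FPKM in the ICSI lines. Control line 29 had the highest fibroblast marker score, so feeder RNA could be a source. Within the label forms Reg4 and that score had a Pearson's r of 0.162 (exact permutation p = 0.733) and a Spearman's rho of 0.238 (exact permutation p = 0.627) over 8 samples. The r was 0.838 without control lines 29 and 44, the 2 with the highest scores (5.27 and 4.96). Since control line 29 is left out there, that value cannot decide the source of its Reg4. Control line 44 had the lowest Reg4 of the 8 lines (0.867 FPKM). ICSI line 20, with the next highest score (4.57), had the highest Reg4 (2.47 FPKM). Feeder RNA therefore cannot be told apart from other sources with 8 samples. A difference between mice was not tested.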

How the results depend on the processing

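The count of genes differing between ICSI and control lines was 0 under each alternative except the absence of a filter, where it was 1. The cause there was the test of genes with few reads: Gm42745 had 5 reads in all control libraries and 0 in the ICSI libraries. The counts for imprinted, promoter-hypermethylated and promoter-hypomethylated genes stayed at 0 under each alternative run, and so did the interaction, which was not run without single lines because 1 of the combinations of group and form would then hold a single line, for which no call is made. With 1 residual component added to the label form as covariates, an alternative chosen after seeing the data, the count was also 0, with 343 genes at an unadjusted p under 0.05.

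The H19 change moved from -0.0022 to 1.29e-05 and 0.00024 at pseudocounts of 0.1 and 0.01, to 0.017 after rescaling to TPM, to 0.0069 with median-of-ratios scaling and to 0.041 with quantile normalization, each far inside the spread between lines. Across the 8 fits that each left out one line, it ranged from -0.55 (without control line 37) to 0.32 (without control line 44), and was also above 0 without control lines 29 and 45 and ICSI lines 11 and 17. The Meg3 change ranged from -0.35 to 0.19 and was above 0 without control line 29 (0.19) and ICSI line 20 (0.027). The Igf2r change ranged from -0.13 to 0.015 and was above 0 without control line 45 and without ICSI lines 11 and 17. The Snrpn change ranged from -0.12 to 0.022 and was above 0 without ICSI line 17 (0.014) and line 21 (0.022).

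The camera p of the imprinted list was 0.622, with the list higher in ICSI, at a minimum mean of 10 FPKM; the cause was not tested. It ranged from 0.0131 to 0.664 across the fits without one line, lowest without control line 37, and its direction reversed without control line 29 (0.324). Across the fits without one line, the camera p of the promoter-hypermethylated list ranged from 0.0333 (without ICSI line 20) to 0.439, and under the other settings, fry included, its p ranged from 0.110 to 0.894. Across the fits without one line, that of the spermatogonial list ranged from 0.0167 (lower in ICSI, without control line 29) to 0.939, and its direction reversed without control line 44 and ICSI lines 11 and 17. That of the fibroblast list was 0.656 under fry, in place of camera. Across the fits without one line it ranged from 3.82e-15 (without control line 45) to 0.957 (without control line 44), with 0.123 without ICSI line 11 and 0.143 without line 21, and its direction reversed without control line 29 (0.0828).

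The count of genes differing between label forms was 1238 at a minimum mean of 10 FPKM and 1255 without a filter, where the number of genes tested changed. It was 3378 with the fibroblast marker score added as a covariate, an alternative chosen after seeing the data. Across the fits without one line it ranged from 204 (without ICSI line 11) to 2693 (without ICSI line 21), with 284 without control line 37, 427 without ICSI line 17, 704 without control line 44, 1036 without control line 29, 1059 without control line 45 and 1229 without ICSI line 20. The correlation of ICSI effects between forms ranged from -0.27 to 0.21 without one line, highest without ICSI line 20, and from -0.13 to -0.0051 under the other alternatives. The spread ratio ranged from -1.25 to 0.31 without one line and was above 0 without control lines 29, 44 or 45 and without ICSI lines 11 or 17. It ranged from -0.36 to -0.12 under the other alternatives.

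The depth of 24507653 to 43922882 reads limits genes of 1 kb to changes above 0.068 to 0.12 FPKM where a sample had 0 reads.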

Other observations

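In this part, the tests of the counts of 0, of the spread by label form, of the fibroblast score as covariate, of the gene lists between forms and of the correlation between forms were chosen after the result was seen. A count of 0 genes is matched by any split of the samples, so 35 of the 35 splits into 4 and 4 gave at least as many genes for all genes and for the imprinted, promoter-hypermethylated and promoter-hypomethylated lists. A camera p as small as the observed one was given by 24 of the 35 splits for the imprinted list, by 9 for the promoter-hypermethylated list, by 26 for the spermatogonial list and by 22 for the fibroblast list. For the correlation of ICSI effects between forms, 11 of 18 relabellings gave an r as high. For the label forms, 1 of the 35 splits reached the count of 1917 genes, and it was the split that follows the forms. Fitted without the group it gave 2507 genes, and the largest count among the others was 1.

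Far fewer genes than the nominal 5% had a low p between ICSI and control lines (0.458% under 0.05). One candidate explanation is that the label forms widen the spread within each group. With the label form as covariate the share rose to 1.17%, which is below 5%. This cannot show whether the forms are the whole cause, since splits with 2 lines of each form on each side gave 45 to 2655 genes in that fit. With 1 further component the share was 2.86%, but that component was taken from the residuals and so lowers their variance by construction. Whether such a component is the cause stays open. Such low counts are not particular to the real groups. Of the 18 splits with 2 lines of each form on each side, 6 gave 55 genes or fewer without covariates (range 23 to 1342), 4 gave 140 or fewer with the label form as covariate (45 to 2655) and 3 gave 343 or fewer with the residual component added (178 to 3181). Whether the lines of both groups share further variation stays open.

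Each of the 4 control lines had an ICSI line as its nearest sample. Control line 29 was nearest to ICSI line 17 (Pearson's r across genes 0.974), 37 to 11 (0.991), 44 to 20 (0.986) and 45 to 21 (0.987). ICSI lines 20 and 21 in turn were nearest to control lines, whereas ICSI lines 11 and 17 were nearest to each other (0.992), the highest r of the pairs given here. If the real groups were less different than any balanced regrouping, their share of the sum of squares, 5.04%, would be the lowest of the 18 balanced splits. As 3 splits had a share as low, with a range from 3.88% to 25.0%, the pattern may reflect chance among few lines. A shared day of culture or of library preparation was not tested.

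The difference between label forms was weighed against technical sources. After removing a smooth trend on GC content, 67.3% of the 1917 genes still passed, after removing one on gene length 91.8%, and with reads thinned to one depth 89.5%, so none of these is the whole cause. GC content may carry part of it, with a Spearman's rho of -0.249 across genes. With the fibroblast marker score of each sample as a further covariate, 100.0% of the 1917 genes still passed. That fit decides nothing, because a score that barely differs between the forms cannot remove their difference. The mean score was -0.11 in label form 2 relative to form 1 (exact permutation p = 0.857), with SDs of 0.71 in form 1 and 0.76 in form 2. The scores thus gave no sign of a different share of feeder cells. For transcripts without a poly(A) tail, 7 replication-dependent histone genes shifted by a median of 0.0094, in both directions (from -0.54 to 0.44), which decides nothing, and Rmrp rose by 3.82, so a difference in the capture of such transcripts stays open. Other sets shifted between the forms. Of 26 spermatogonial markers, 20 were higher in label form 2, with a median of 0.40 (camera p 0.00646, 0.0452 adjusted over 7 lists, fry p 0.00652, with the group as covariate). Fitted without the group the camera p was 0.00738, and 6 of the 35 splits, this one included, gave a camera p as small (exact permutation p 0.171). Of 246 lincRNAs, 68 were higher in label form 2 (median -0.27), and of 7 mitochondrial genes 1 was (median -0.46). The forms may differ in library preparation, culture period or the mice used, and these cannot be told apart because each form is one block.

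Lars2 and Gm15564 lie on chromosomes 9 and 16 and rose together in label form 2. Ribosomal RNA reads that match these genes are a candidate source. Of the stretches of 31 bases in their transcripts, 0 occurred in 360 ribosomal RNA transcripts of the annotation, while the transcripts of both genes shared 22 such stretches with each other. Since the annotation may lack the large ribosomal RNA, the source cannot be told apart from a change of either gene.

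The lower fibroblast markers in ICSI lines may rest on one control line. Without control line 29 the camera p was 0.0828 and the direction reversed, but the call was also lost without control line 44 and ICSI lines 11 and 21, and 25 of the 35 splits gave a camera p under 0.05. The loss of the call under fry (0.656) is consistent with fibroblast genes that vary together more than the preset correlation of 0.01 allows for. Of the 24 genes in the list, 1 (Dcn) is also in the imprinted list. How many are expressed by GS cells themselves was not analysed here.

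H19 varied from 39.4 to 261 FPKM between lines, and feeder fibroblast RNA could contribute. Over 8 samples centred within label forms, H19 and the fibroblast marker score had a Pearson's r of 0.799. Its exact permutation p was 0.0451, or 0.181 adjusted over 4 genes. The Spearman's rho was 0.857 (exact permutation p = 0.0278). When control lines 29 and 44, the 2 with the highest scores, were left out, r was 0.625. The pooled r was 0.467, and each form holds too few samples for its own r. Meg3, Igf2r and Snrpn gave r of 0.464, 0.255 and 0.470. The relation fails the adjustment, so feeder RNA cannot be told apart from variation of the germ cells with 8 samples. The study reported an androgenetic methylation pattern in GS cells of both groups. In its donor GS cells it described that pattern as hypermethylated at the H19 region. How methylation relates to H19 RNA in these lines was not tested here.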
